A study of Homo sapiens with 6 samples. Its data were reported in "TXNIP loss expands Myc-dependent transcriptional programs by increasing Myc genomic binding" (2023).

How the data were processed

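The series holds 6 samples of the human triple-negative breast cancer cell line MDA-MB-231. Myc chromatin immunoprecipitation sequencing (ChIP-seq) was done in parental cells and in a TXNIP-knockout derivative, TKO, with 2 Myc libraries per cell line. The other 2 samples are input chromatin, and only the 4 Myc libraries had a peak list analysed here. Groups and replicate numbers were taken from the sample titles.

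The authors aligned single-end reads to the hg19 build with NovoAlign and called peaks with MACS2 in each library on its own, with input chromatin as control. Each deposited list gives a position, a summit and the authors' fold enrichment, a ratio of summit reads to local background. It also gives the authors' −log10 p-value and −log10 q-value of each peak, and a deposited score that is 10 times the −log10 q-value without its decimals. The lowest −log10 q-value was between 2.03 and 2.07 in the 4 lists, so the lists as deposited end at a threshold on q. Fold, score and significance are the authors' values for a peak and were used here only to describe, rank or filter peaks within 1 list, apart from the recovery of reads described next. How duplicate reads were handled is not stated in the labels or methods.

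MACS2 computes fold and p from the reads at the summit and from the local background, so both were solved for. A whole number of summit reads matched the p-value within 0.002 on the −log10 scale for 100% of peaks in each list. As a control, at 0.9 times the fitted scale, 12.0% to 13.8% of 500 peaks per list matched. At that factor some whole read numbers coincide by arithmetic. The extension length was taken as the narrowest peak of a list, which was 140 and 151 bp in parental cells and 182 and 201 bp in TKO. With a genome size of 2700000000 bases, an assumption, the recovered depth of the Myc libraries was 26.4 and 22.2 M reads in parental cells and 19.9 and 13.0 M reads in TKO. Input depth was recovered from each library on its own, at 22.1 M reads from both parental lists and 24.7 M from both TKO lists.

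Peaks of the 4 lists were merged into sites where they overlapped by at least 1 bp. A site was shared when both parental and both TKO libraries had a peak in it, TKO-only when both TKO libraries and no parental library did, parental-only when both parental libraries and no TKO library did, and partial otherwise. Each site was represented in a library by its peak of highest fold. No peak ended beyond its GRCh37 sequence, and GRCh37 with GENCODE v44 lifted to that build was used for sequence and annotation. Promoter peaks had a summit within 1 kb of a transcription start site (TSS) of a basic protein-coding transcript, over 19785 genes and 55751 start sites. Motifs were CACGTG (E-box), TGASTCA (AP-1) and CCGGAAGT on either strand (ETS) within 50 bp of the summit. The background was windows of the same length centred 1 kb to either side. GC content was taken within 100 bp of the summit. Mitochondrial peaks, 11 in all, were left out of annotation and motif counts.

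Groups were compared by exact two-sided permutation tests of the values per library. With 2 libraries against 2 there are 6 splits and the smallest possible p is 0.333, so no such test could pass 0.05. Shared and TKO-only sites were compared within each TKO library by Fisher's exact test, two-sided. Sites and genes are not replicates, so these tests describe the libraries. Shares carry exact Clopper-Pearson 95% confidence intervals, which cover counting error only. Strength-matched differences were Mantel-Haenszel risk differences over 10 strata of fold with Sato's standard error. Overlap by chance was taken from 100 random placements of the peaks on their own chromosomes outside assembly gaps of at least 1000 bp. For gene families, p-values were adjusted by the Benjamini-Hochberg method over the 20 tests of 5 families in 4 libraries.

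Named genes were those the study showed or tested singly, with peaks within 5 kb of a TSS. Named sites were the 5 shared and 5 TKO-only sites of highest mean percentile by fold in the TKO lists and the 5 such parental-only sites in the parental lists, of which 1 is not reported here. These rules, the tests and the alternatives were fixed before the data were examined, except where the closing part says otherwise. Alternatives were a −log10 q-value or a fold of at least 5, chromosomes 1 to 22 and X, and each library left out. Others were lists of 3720 peaks each, sites defined by summits within 100 bp, and TSS windows of 500 bp and 3 kb. A motif window of 100 bp, distal peaks, strength matching, ranking by −log10 p-value and 50% reciprocal overlap were also used. The last were a replicate block and summits scaled to the smallest background.

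The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1. The steps were tested on simulated data. Summit reads were recovered for 100% of 2000 simulated summits with and without scaling of the ChIP library. Among 20000 simulated sites, the numbers found as shared and as TKO-only reached 100% of the numbers simulated. Totals were compared there, not the class of each site. A simulated motif difference of 16.9 percentage points was found as 16.9, and one that came from strength alone fell from 12.5 to 0.250 ± 0.735 (SE) percentage points after matching. In that simulation strength did not vary within a stratum. It therefore could not show how much strength is left unmatched within deciles of fold.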

Results

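Myc occupancy was compared between parental MDA-MB-231 breast cancer cells and TKO cells, an MDA-MB-231 derivative without TXNIP, the thioredoxin interacting protein. The question was whether loss of TXNIP changes where Myc binds in the genome. Each cell line had 2 Myc ChIP-seq libraries with a peak list per library. The recovered depth was 26.4 and 22.2 M reads in parental replicates 1 and 2. It was 19.9 and 13.0 M reads in TKO replicates 1 and 2, so the TKO libraries were the shallower ones.

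More Myc binding sites were called in TKO cells. Parental replicates 1 and 2 had 3720 and 5719 peaks, and TKO replicates 1 and 2 had 27213 and 25887. The means were 4720 ± 1414 (SD, n = 2) and 26550 ± 938 (SD, n = 2) peaks, a ratio of 5.63. Every TKO library was above every parental library. The exact permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. Leaving out parental replicate 2 moved the ratio most, to 7.14. Peaks covered 1.20 ± 0.326 Mb (SD, n = 2) in parental cells and 11.1 ± 0.166 Mb (SD, n = 2) in TKO, a ratio of 9.29 (exact permutation p = 0.333). Peaks were also wider, with a mean of 255 bp in parental cells and 419 bp in TKO. The narrowest peak, taken as the extension length, was 140 and 151 bp in parental cells and 182 and 201 bp in TKO. Longer extension widens peaks, so widths and covered bases carry this difference as well as any in binding.

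**Figure D1:**
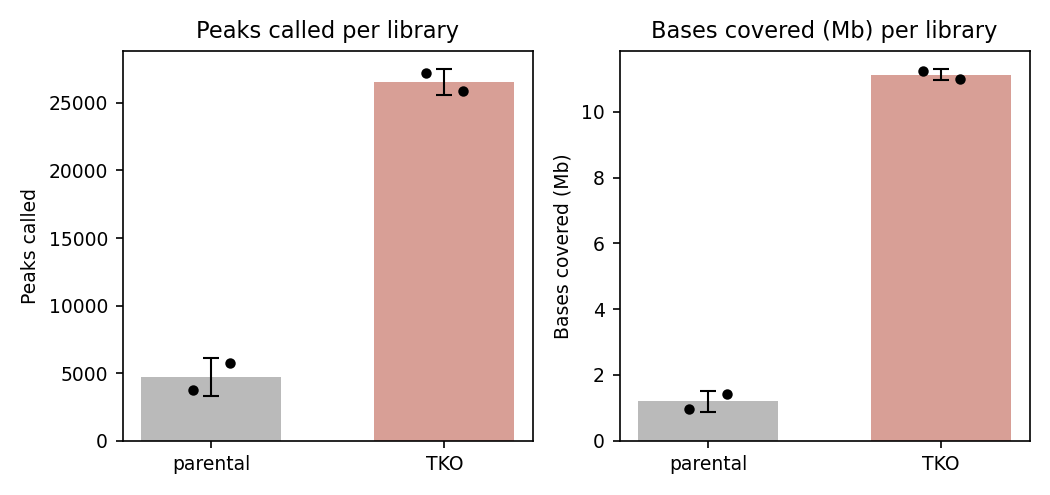
Number of peaks (left) and Mb covered by peaks (right) in each library. Points are libraries, bars are means and error bars are SD (n = 2); the TKO libraries had 27213 and 25887 peaks against 3720 and 5719 in parental cells.

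To see how repeatable the lists were, replicates were overlapped. Of the peaks of parental replicate 1, 76.6% (95% confidence interval 75.2% to 77.9%) were overlapped in parental replicate 2. In the other direction the share was 49.6% (48.3% to 50.9%); the second list holds more peaks. In TKO, 71.4% (70.9% to 72.0%) of replicate 1 peaks and 74.8% (74.2% to 75.3%) of replicate 2 peaks were overlapped by the other library. Random placement gave at most 1.13% in any of these. At 50% reciprocal overlap the mean TKO share moved most, from 73.1% to 60.5%.

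Parental Myc binding sites were then sought in TKO cells. The 4 lists merged into 33436 sites, of which 2631 were shared, 13485 were TKO-only, 31 were parental-only and 17289 were partial. Of 2775 sites called in both parental libraries, 2631 (94.8%, 95% confidence interval 93.9% to 95.6%) were called in both TKO libraries. Of 18611 sites called in both TKO libraries, 13485 (72.5%, 71.8% to 73.1%) had no parental peak. With 3720 peaks in each list these shares were 68.6% and 19.0%, so both depend on the length of the lists.

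Shared sites were among the stronger peaks of the TKO lists. The median percentile by the authors' fold was 92.4 in replicate 1 and 91.8 in replicate 2 for shared sites, and 51.2 and 52.5 for TKO-only sites. Some TKO-only sites were strong as well. They made up 23.2% of the sites in the top decile of replicate 1 and 25.5% in replicate 2. With equally long lists the mean percentile of shared sites was 69.5.

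The position of Myc binding sites relative to the TSS was compared next. Promoter peaks made up 60.1% and 41.0% of the parental lists and 43.8% and 45.3% of the TKO lists. The means, 50.6% ± 13.6 (SD, n = 2) and 44.6% ± 1.08 (SD, n = 2), differed by less than the spread between the parental replicates (exact permutation p = 1). Within TKO replicate 1, 58.5% of shared sites (95% confidence interval 56.6% to 60.4%) and 48.2% of TKO-only sites (47.4% to 49.1%) were promoter peaks, by Fisher's exact test p = 3.17e-22. In replicate 2 the shares were 58.7% and 48.2% (Fisher's exact test p = 8.79e-23). This difference of 10.4 percentage points did not hold up in every alternative. Between sites of like strength it was -6.87 percentage points, in the opposite direction, and without parental replicate 1 it was -1.18. In the top decile of fold, 71.0% of shared (95% confidence interval 68.6% to 73.3%) and 64.7% of TKO-only sites (61.0% to 68.4%) were promoter sites in replicate 2. In replicate 1 these shares were 69.4% (67.0% to 71.7%) and 68.0% (64.2% to 71.7%), with overlapping intervals. In deciles 2 to 9 of both TKO libraries the promoter share was lower at shared than at TKO-only sites.

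The canonical E-box was more frequent at shared sites. It lay within 50 bp of the summit at 23.5% (95% confidence interval 21.9% to 25.2%) of shared and 7.42% (6.99% to 7.88%) of TKO-only sites in TKO replicate 1, against 1.43% and 1.51% in the flanking windows (Fisher's exact test p = 2.18e-113). In replicate 2 the shares were 22.1% and 6.34% (Fisher's exact test p = 1.96e-118). The mean difference was 15.9 percentage points, and 9.81 between sites of like strength. Per library, 22.6% and 16.9% of parental peaks and 8.82% and 7.58% of TKO peaks had an E-box (exact permutation p = 0.333). The top decile by fold of the TKO lists, 2721 and 2587 peaks, had an E-box at 23.3% and 21.3%, so these shares depend on the length of the lists.

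The AP-1 motif did not separate the classes as called. It was found at 7.22% of shared and 7.69% of TKO-only sites in TKO replicate 1 (Fisher's exact test p = 0.422), and at 6.84% and 6.96% in replicate 2 (p = 0.867, Fisher's exact test). Between sites of like strength it was more frequent at shared sites, by 2.79 percentage points, and by 2.60 among distal peaks, against -0.291 for all sites as called. The ETS motif was found at 2.09% of shared and 1.44% of TKO-only sites in replicate 1 (Fisher's exact test p = 0.0155) and at 2.47% and 1.54% in replicate 2 (Fisher's exact test p = 0.00118). The ETS difference, 0.794 percentage points, was 0.247 between sites of like strength and no longer passed the test. With equally long lists it was -0.167, in the opposite direction.

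**Figure D2:**
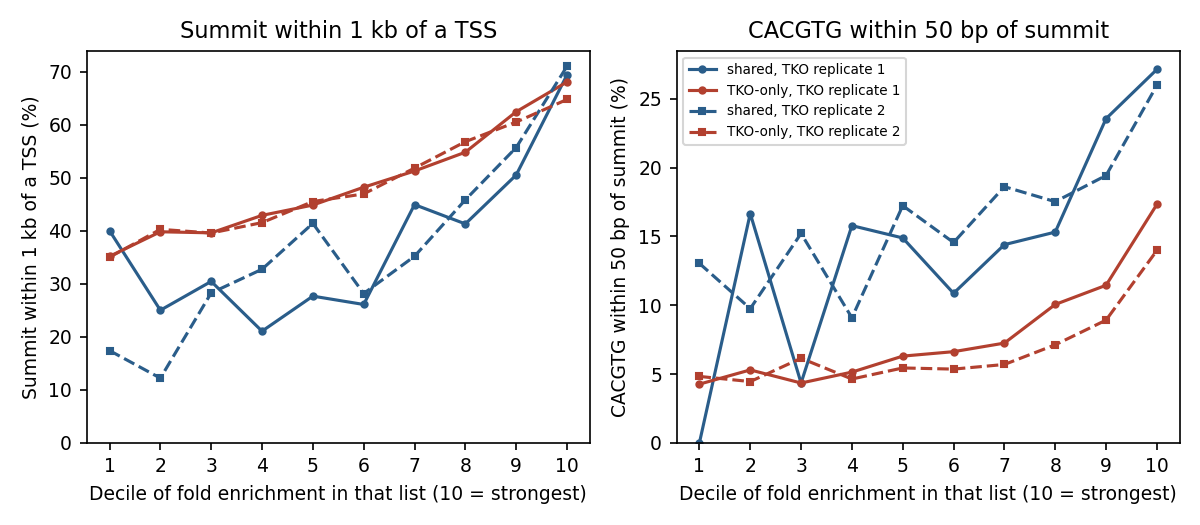
Share of promoter sites (left, %) and of sites with an E-box (right, %) by decile of fold within each TKO list, for shared and TKO-only sites; lines are libraries. In the top decile of replicate 1, 27.1% of shared and 17.3% of TKO-only sites had an E-box, while 69.4% and 68.0% were promoter sites; in replicate 2 the promoter shares were 71.0% and 64.7%.

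Promoter peaks were assigned to genes. Parental replicates had a promoter peak at 2418 and 2550 protein-coding genes and TKO replicates at 9719 and 9843, a ratio of means of 3.94 (exact permutation p = 0.333). With equally long lists the ratio was 1.26. Of 1852 genes bound in both parental libraries, 1843 (99.5%) were bound in both TKO libraries. A further 5887 genes were bound in both TKO libraries and in neither parental library.

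Ribosomal protein genes were bound in both cell lines. Of 89 such genes by symbol, 83 and 77 had a promoter peak in the parental libraries and 85 in each TKO library. The symbols were chiefly RPL or RPS with a number. The 89 can therefore include related genes beyond the ribosomal proteins themselves. Other protein-coding genes were bound at 11.9% and 12.6% in parental cells and at 48.9% and 49.5% in TKO. The adjusted p in Fisher's exact test was 2.70e-55 or lower in parental cells and 4.68e-21 or lower in TKO. Mitochondrial ribosomal protein genes, 78 in all, were bound at 41.0% and 34.6% in parental cells and at 98.7% in each TKO library. ZNF genes were bound at 13.9% and 16.2% in parental cells and at 68.4% and 72.3% in TKO. Solute carrier genes were bound at 9.92% and 11.5% in parental cells and at 44.0% and 43.7% in TKO. None of the 391 olfactory receptor genes had a promoter peak in any of the 4 libraries.

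Among genes the study examined singly, RPL10A had its strongest peak at its TSS in each library. In TKO replicate 1 that peak spanned chromosome 6, 35435681 to 35437860 (GRCh37), with the summit in an intron of RPL10A, and ranked at percentile 99.8 of its list. In parental replicate 1 it ranked at percentile 96.5. The TOMM5 promoter peak, on chromosome 9 at 37591951 to 37592860 in TKO replicate 1, ranked at percentiles 1.59 and 0.184 in the parental lists. In the TKO lists it ranked at percentiles 96.8 and 96.4. At SLC20A1, on chromosome 2, the strongest peak ranked at percentiles 63.9 and 31.5 in parental cells and 95.9 and 94.6 in TKO. At RPS21, on chromosome 20, the percentiles were 86.6 and 43.2 in parental cells and 97.7 and 95.3 in TKO. The G0S2 peak, with its summit at an offset of -167 bp from the TSS in parental replicate 1 (chromosome 1, 209848519 to 209848694), ranked at percentiles 60.4 and 61.0 in parental cells and 80.4 and 86.1 in TKO. The TKO lists are longer, so a percentile can rise with no change at the site, and these ranks do not measure a gain in binding. For reference, the median shared site ranked at percentiles 92.4 and 91.8 in the TKO lists. The G0S2 peak lay below this, and the strongest peaks of RPL10A, TOMM5, SLC20A1 and RPS21 lay above it. SLC18B1, on chromosome 6, had 1 and 2 peaks within 5 kb in parental cells and 3 and 4 in TKO. NUP43, also on chromosome 6, had no peak within 5 kb in parental cells and 2 and 3 peaks in TKO. A peak lay at the NUP43 TSS in both TKO libraries, at offsets of -25 and 44 bp. The other peaks had their summits in an intron or UTR of the gene PCMT1. TXNIP had no peak within 5 kb of a TSS in any of the 4 libraries.

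For the strongest sites, the nearest TSS and the feature at the summit were taken from protein-coding transcripts alone. A site called intergenic or far from a TSS may therefore lie in or near a non-coding gene. The strongest shared site lay on chromosome 5 at 154133782 to 154134832, in an intron of LARP1 and 395 bp from a TSS. For the next, the gene of the nearest TSS was MYO1G (chromosome 7, 45025490 to 45026821, 7483 bp from the TSS), KLF16 (chromosome 19, 1864086 to 1865115, 765 bp), G6PC3 (chromosome 17, 42147774 to 42148646, 52 bp, summit in the UTR) and SPRYD4 (chromosome 12, 56862082 to 56862987, 60 bp). The strongest TKO-only site was intergenic on chromosome 5 at 107008132 to 107009662, 1965 bp from the TSS of EFNA5. For the others, the gene of the nearest TSS was KANSL2 (chromosome 12, 49075394 to 49076189, 62 bp from the TSS, summit in coding sequence), FOXL3 (chromosome 7, 372580 to 372953, 42606 bp), ABCB10 (chromosome 1, 229694519 to 229695589, 459 bp) and ANKRD28 (chromosome 3, 15901497 to 15902371, 399 bp). The strongest of the 31 parental-only sites was intergenic on chromosome 15 at 65588211 to 65588840, 9250 bp from the TSS of PARP16, at a mean percentile of 99.3 in the parental lists. The next were intergenic and far from a protein-coding TSS, the nearest being that of FJX1 at 25115 bp (chromosome 11, 35614778 to 35614975), DCBLD2 at 207084 bp (chromosome 3, 98827485 to 98827694) and TBX19 at 98395 bp (chromosome 1, 168348398 to 168348652).

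At shared sites, summit reads divided by library depth were higher in TKO. The median ratio was 2.18 to 2.62 over the 4 pairs of a TKO and a parental library, and 98.7% to 99.6% of 2631 sites were higher in TKO. These reads were recovered with longer extension in TKO, which raises them.

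**Figure D3:**
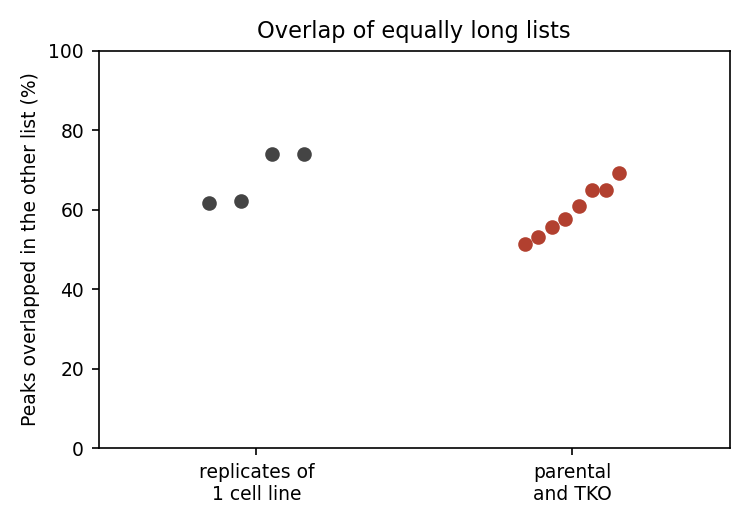
Share of peaks (%) overlapped in another list when each list holds its 3720 most significant peaks; each point is 1 direction of 1 pair of lists. Replicates of a cell line overlapped by 61.8% to 74.1% and lists of different cell lines by 51.3% to 69.3%.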

Values the study reported

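At a q-value cutoff of 0.01, the study counted roughly 28,000 sites occupied by Myc in 231:TKO cells, against about 5,600 in the parental line. It stated that approximately 96% of sites had elevated Myc binding in 231:TKO cells.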

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

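The TSS of all gene types was the 1 alternative chosen after the data were seen; it left the promoter difference at 10.7 percentage points. Of the results under the alternatives, 86 stayed within their limits, 29 moved, 5 became weaker and 5 reversed. The AP-1 difference also changed sign without parental replicate 1 and without TKO replicate 1, which were counted as moved.

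The ratio of peak numbers stayed between 4.64 and 7.14 across the 4 fits that each left out one library. With summits scaled to the smallest background and 1 threshold it was 5.36. This background depends on extension length as well as on reads, so the setting did not equalise depth. The genome background was 1.15 in parental replicate 1 and 0.971 in TKO replicate 2, at recovered depths of 26.4 and 13.0 M reads. TKO replicate 2 had the smallest background and kept its 25480 peaks. The setting thus lowers the other lists and does not show what deeper libraries would give. Same-numbered libraries share only a number: over 2631 shared sites the correlation of their deviations was 0.0127. With the replicate number as a block the ratio was 5.75.

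Reversals concerned the promoter share and the motifs. The promoter difference of 10.4 percentage points was -6.87 when strength was matched and ranged from -1.18 to 15.6 across the fits that each left out one library. Parental replicate 1 decides its direction, and the value without it was -1.18. With every library kept and strength not matched, the promoter difference kept its direction in the other alternatives. It then lay between 7.05 (TSS window of 3 kb) and 13.9 (TSS window of 500 bp). The AP-1 difference of -0.291 was 2.79 when strength was matched and 2.60 for distal peaks. It ranged from -1.45 to 1.95 with libraries left out, and changed sign without parental replicate 1 (1.95) and without TKO replicate 1 (0.464). The ETS difference of 0.794 was -0.167 with equal numbers of peaks. It no longer passed the test at 0.502 (−log10 q of at least 5), 0.480 (fold of at least 5), 0.639 (sites by summits), 0.247 (strength matched) and 0.418 (distal peaks), and ranged from 0.420 to 1.38 with libraries left out. With a motif window of 100 bp the ETS difference was larger, 2.45, and passed the test. Beyond the strength that matching took out, the cause was not tested. The E-box difference kept its direction in every alternative tried, from 9.81 when strength was matched to 21.2 with a motif window of 100 bp, and from 11.0 to 17.2 with libraries left out.

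Equal numbers of peaks moved several shares by construction, since TKO lists lose most of their peaks. Parental sites found in TKO fell to 68.6%, TKO-only sites to 19.0%, the percentile of shared sites to 69.5 and the ratio of genes to 1.26. Parental sites found in TKO were 89.7% at a fold of at least 5, 84.3% with sites by summits, and 80.2% to 98.8% with libraries left out. TKO-only sites were 76.2% to 82.1% and the percentile of shared sites 85.2 to 92.0 with libraries left out. That percentile was 92.6 with sites by summits and 93.8 by −log10 p. The overlap of TKO replicates was 60.5% at 50% reciprocal overlap.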

Other observations

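The depth test, the tests on sites of parental replicate 2 with TKO replicate 1, and the test of GC content by chromosome were chosen only after the result was seen.

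The larger number of peaks in TKO was weighed against technical explanations. The TKO Myc libraries held 0.679 times the reads of the parental ones, so greater depth would act the other way. That ratio takes the narrowest peak of a list as its extension length. With summits scaled to the shortest extension and 1 threshold the ratio of peak numbers was 4.97, so longer extension leaves most of it. A higher immunoprecipitation yield and a general rise in Myc binding cannot be told apart: both raise depth-scaled summit reads at shared sites, where the mean of the median ratios was 2.40, and no spike-in fixes the scale. That mean was not corrected for extension, which was 182 and 201 bp in TKO and 140 and 151 bp in parental cells. Longer extension also raises it, so its size is not that of yield or binding alone. Loss of TXNIP stays open, as does any other difference of the knockout cells.

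TKO-only sites may in part be weaker sites of a common profile that stay under the threshold in parental cells. With equally long lists, overlaps between cell lines reached 69.3%, above the lowest overlap between replicates, 61.8%, but their mean was 59.7% against 68.0%. The 61.8% was between the parental lists. In the full lists mean peak width was 255 bp in parental cells and 419 bp in TKO. Wider peaks overlap by 1 bp more readily, so pairs with a TKO list are favoured. These overlaps leave the question open.

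Lower strength was tested as the source of the differences between shared and TKO-only sites. For E-boxes the difference within deciles of fold was 9.81 percentage points (95% confidence limits over both libraries 6.89 to 12.6), so strength as measured by decile of fold was not the whole source. Differences in fold within a decile were not matched. The top decile of replicate 1 held 1551 shared and 629 TKO-only sites. For promoters it was -6.87 (-10.8 to -2.98). This opposite difference was not among the outcomes written down. In the top decile of fold a deficit of TKO-only sites stayed in replicate 2 (71.0% of shared and 64.7% of TKO-only sites). In replicate 1 the shares there, 69.4% and 68.0%, had overlapping intervals. In deciles 2 to 9 of both libraries, and in decile 1 of replicate 2, shared sites had the lower share. In decile 8 it was 45.8% against 56.8% in replicate 2 and 41.3% against 54.8% in replicate 1. Decile 1 of replicate 1, with 10 shared sites, went the other way. The test leaves lower strength open as the source.

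The TKO-only share differed between chromosomes, from 68.1% to 78.8%. Over 23 chromosomes it rose with the ratio of input background in TKO to that in parental cells (Spearman rho = 0.738, permutation p = 8.00e-05; Pearson r = 0.687, permutation p = 0.00036). Without the 2 chromosomes farthest from the median ratio, r was 0.698. With GC content taken out the rho was 0.737. Copy number differences of the TKO cells are a candidate explanation for this spread between chromosomes. The spread is small beside the overall share of 72.5%, and chromosomes are not replicates.

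Summit read ratios between cell lines varied with GC content over shared sites. The rho was positive in each of the 4 library pairs, from 0.227 to 0.493 across sites, which are not independent replicates, and 1 pair lay under the size set for the explanation, so GC dependence of the libraries could not be separated from a difference in binding.

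Parental replicate 2 and TKO replicate 1 had 409 sites called in these libraries alone, against 70, 33 and 2 for the other pairs across cell lines. Of these sites 5.13% were at promoters, and the AP-1 motif was present at 23.0% of them by the parental summits. With equal numbers of peaks the pair had 121 such sites, under the 141 of parental replicate 1 with TKO replicate 1, but cutting every list to 3720 removes most TKO peaks and so decides nothing. With TKO replicate 1 alone trimmed to the length of TKO replicate 2, the pair had 4.70 times the sites of parental replicate 2 with TKO replicate 2. With parental replicate 2 alone trimmed to the length of parental replicate 1, it had 4.58 times the sites of parental replicate 1 with TKO replicate 1. With both trimmed at once it had 4.57 times the sites of the highest other pair, so longer lists are not the whole source. GC dependence that differs between replicates stays open: the ratio of summit reads of parental replicate 2 to replicate 1, and of TKO replicate 1 to replicate 2, was lower at shared sites of higher GC content (rho = -0.214 and -0.264), but neither reached the size set for the explanation.

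The 31 parental-only sites had no promoter peak, a median GC content of 42.8% and 43.3% in the parental lists, and an AP-1 motif at 25.8% and 29.0%. No explanation was tested for them.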
